# Epigenetic reprogramming of melanoma cells by vitamin C treatment

**DOI:** 10.1186/s13148-015-0087-z

**Published:** 2015-04-29

**Authors:** Christopher B Gustafson, Cuixia Yang, Kevin M Dickson, Hongwei Shao, Derek Van Booven, J William Harbour, Zhao-Jun Liu, Gaofeng Wang

**Keywords:** Vitamin C, 5-hydroxymethycytosine, Epigenetic reprogramming, RNA-seq, Melanoma

## Abstract

**Background:**

The loss of 5-hydroxymethylcytosine (5hmC) has been identified as a novel epigenetic hallmark for melanoma. One of the known mechanisms underlying the loss of 5hmC is the decrease in expression of ten-eleven translocation family dioxygenase (TET) genes, which encode enzymes that catalyze the generation of 5hmC. Overexpressing TET2 was shown to partially reestablish a normal 5hmC profile in melanoma and decrease invasiveness in rodents. However, the feasibility to overexpress TETs in patients remains unclear. We and others have recently demonstrated that TETs require vitamin C as a cofactor to generate 5hmC. This finding prompted us to test whether vitamin C, as an alternative to overexpressing TETs, could rebuild 5hmC content in melanoma.

**Results:**

Consistent with previous reports, we found that the expression of TETs was decreased in various melanoma cell lines. In contrast, the expressions of sodium-dependent vitamin C transporters (SVCTs) were down-regulated in cell lines derived from melanoma metastases. Treatment of vitamin C at the physiological level (0.1 mM) promoted the content of 5hmC in melanoma cell lines derived from different stages toward the level of healthy melanocytes, which was comparable to the effect of overexpressing TET2. Vitamin C treatment decreased the malignancy of metastatic A2058 cells by inhibiting migration and anchorage-independent growth, while not exerting any effect on the rate of proliferation. Further, vitamin C treatment caused alterations in genome-wide transcriptions shown by RNA-seq, predominantly in ArhGAP30 and genes involved in extracellular matrix remodeling, which could underlie the decreased malignant phenotypes.

**Conclusions:**

Our data support the idea that vitamin C treatment increases 5hmC content in melanoma cells, while causing a decrease in tumor-cell invasiveness and clonogenic growth in soft agar. Thus, vitamin C could be a potential epigenetic treatment for melanoma.

## Background

Aberrant epigenetic alterations, along with genetic mutations, are known to contribute to the onset of cancer. Recently, the loss of 5-hydroxymethylcytosine (5hmC) has been identified as a novel hallmark for most, if not all, types of cancer (including melanoma) [1-4]. The content of 5hmC is relatively high in healthy melanocytes but is gradually lost during the progression from benign nevi through advancing stages of primary and metastatic melanoma [3]. 5hmC is converted from 5-methylcytosine (5mC), the major epigenetic modification of mammalian DNA, by a group of enzymes termed TET (ten-eleven translocation) family dioxygenases [5,6]. TETs can further oxidize 5hmC to 5-formylcytosine and 5-carboxylcytosine, which are eventually replaced by unmodified cytosine thus completing the process of demethylation. The cascade oxidation of 5mC by TETs and the ensuing base excision repair has been recognized as the most consistent mechanism underlying the active demethylation of DNA [7].

The loss of 5hmC demonstrates an epigenetic drift in the dynamics of DNA methylation-demethylation, which could potentially be involved in the pathogenesis of melanoma. Interestingly, 5hmC is relatively stable and is distributed with unique patterns in the genome [8,9]. Further, 5hmC recruits different sets of binding proteins, as compared to 5mC, and correlates with unique transcription profiles [10-12]. In addition to being a DNA demethylation intermediate, 5hmC serves as an epigenetic mark with unique regulatory capabilities. Therefore, the global loss of 5hmC can change genome stability and genome-wide transcription patterns, which ultimately leads to a cascade of phenotypic transformations from healthy melanocytes toward malignant melanoma.

One of the known mechanisms underlying the loss of 5hmC in melanoma is a lower expression of the TET and isocitrate dehydrogenases (IDH) genes [3,4], which encode enzymes that catalyze the production of 2-oxoglutarate, a co-substrate for the TET enzymes. It has been shown that overexpressing TET2 could partially reestablish a normal 5hmC profile in cultured melanoma cells and decrease their invasiveness in modeled animals [3]. These findings suggest that rebuilding the 5hmC content can be a potential treatment for melanoma. However, the feasibility to clinically overexpress TETs or IDHs in patients suffering from melanoma remains unclear.

TETs belong to the iron and 2-oxoglutarate-dependent dioxygenase superfamily. These dioxygenases utilize Fe^2+^ as a cofactor, 2-oxoglutarate as a co-substrate, and some of them require vitamin C (ascorbate) as an additional cofactor to achieve full catalytic activity. We and other groups have recently shown that vitamin C induces the generation of 5hmC, most likely by acting as a cofactor for TET dioxygenases to hydroxylate 5mC. Vitamin C at physiological levels has been shown to increase the global content of 5hmC *in vivo* and *in vitro* [13-17]. This previously unknown function of vitamin C in modulating DNA demethylation prompted us to test whether vitamin C, as an alternative to overexpressing TETs or IDHs, could be a potential epigenetic treatment for melanoma by rebuilding 5hmC profiles.

## Results

### The expression of TETs was decreased in melanoma cell lines

We first evaluated the expression level of TETs (TET1, TET2, and TET3) in primary cultured healthy human melanocyte lines (FOM-113) and various melanoma cell lines using qRT-PCR. These melanoma cell lines include those that are derived from the radial growth phase (RGP, SBcl2 and WM35), vertical growth phase (VGP, WM278 and WM3248) and metastatic stage (C8161, A2058). Consistent with a previous report [3], we found that the expression of TET1 and TET2 was consistently decreased in all melanoma cell lines examined, as compared to the normal melanocyte line (Figure 1A). TET3 was not detectable by qRT-PCR in our lab. Of the cell lines evaluated, the lowest expression level of both TET1 and TET2 was observed in two metastatic melanoma cell lines.

**Figure 1:**
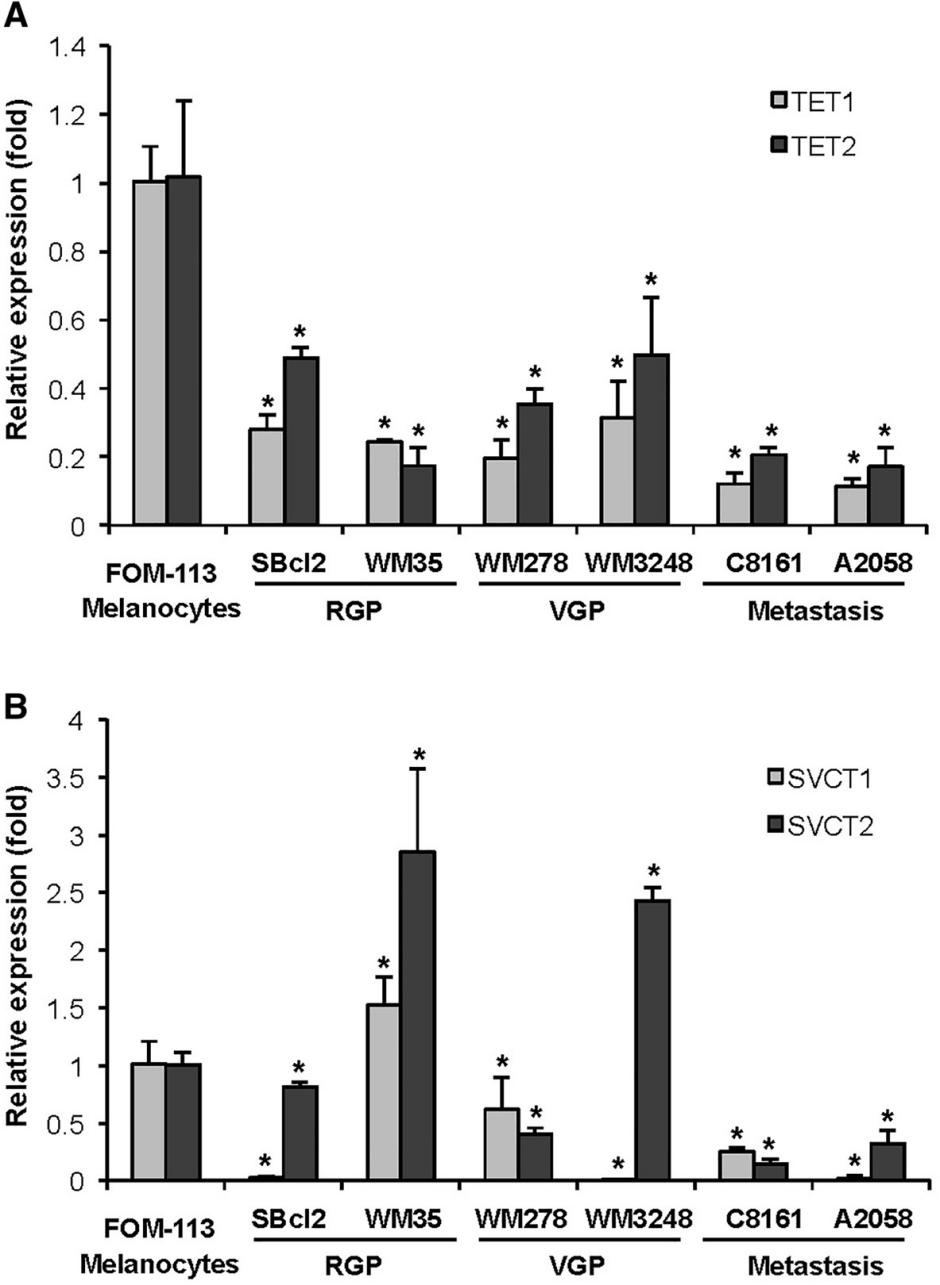
The relative transcription levels of TETs and SVCTs in melanoma cells. Levels of TETs and SVCTs (mean) in a healthy melanocyte line are set up as ‘1’. **(A)** The mRNA levels of TET1 and TET2, measured by qRT-PCR, are decreased in melanoma cell lines derived from RGP, VGP, and metastatic stages compared to a healthy melanocyte line FOM-113. **(B)** The mRNA levels of SVCTs are either decreased or increased in the examined melanoma cell lines. Comparatively, the transcription levels of both SVCTs are decreased in the melanoma cell lines (C8161, A2058) derived from the metastatic stage. (Mean ± SD, *P < 0.05).

### The expression of SVCT2 was decreased in metastatic melanoma cell lines

The uptake and accumulation of vitamin C by cells are mainly *via* sodium-dependent vitamin C transporters (SVCT). There are two types of SVCTs, which are, SVCT1 and SVCT2. We then measured the expression of SVCT1 and SVCT2 in the same melanoma cell-line panel used for the evaluation of TETs. Both SVCT1 and SVCT2 were detectable in these cell lines by qRT-PCR, although the expression level of SVCT1 is much lower than that of SVCT2 (approximately 3 cycles in difference). The mRNA levels of SVCT1 and SVCT2 were either decreased or increased in the examined melanoma cell lines compared to the normal melanocytes. However, only in those metastatic melanoma cell lines (C8161 and A2058), the expression of both SVCT1 and SVCT2 was consistently decreased, as compared to the healthy melanocytes (Figure 1B). Interestingly, it has been shown that the uptake rate of ascorbate (the dominant form of vitamin C in the plasma) by melanoma cells (SK-MEL-131) is only approximately 50% of the uptake rate by healthy melanocytes [18]. A decreased expression of SVCTs presumably could also result in a lower efficiency in vitamin C uptake in these metastatic melanoma cell lines. These results suggest that a local vitamin C deficiency, along with a decreased level of TETs, may contribute to the global loss of 5hmC in metastatic melanoma cells.

### Vitamin C treatment promoted 5hmC content in melanoma cells toward that of healthy melanocytes

Next, we tested whether vitamin C treatment could increase the global content of 5hmC in melanoma cells. The content of 5hmC was relatively high in healthy melanocytes (FOM-113) but was barely detectable by dot-blot assay in SBcl-2 (RGP), WM278 (VGP), and A2058 (metastasis) melanoma cells cultured in a vitamin C-free medium. These cell lines were chosen based on their decreased expression of both SVCT1 and SVCT2. The average concentration of vitamin C in the plasma of humans is at approximately 0.05 mM range and could reach concentrations of up to approximately 0.15 mM [19]. We reasoned that a relatively higher concentration of vitamin C, but still in the range of physiological concentration, could compensate for the down-regulated SVCTs in melanoma cells. In this case, vitamin C at 0.1 mM was chosen for treatment. There was no obvious change in the content of 5hmC in healthy melanocytes after treatment with vitamin C (0.1 mM) for 48 h, which could be explained by the possible saturation of dot-blot signals. In contrast, vitamin C treatment dramatically increased the content of 5hmC in all three melanoma cell lines toward the level in healthy melanocytes (Figure 2). After treatment with vitamin C, the content of 5hmC in WM278 cells and A2058 cells was increased to approximately 80% of control melanocytes, while the content of 5hmC in SBcl-2 cells was only increased to approximately 50% of control melanocytes. It remains unknown to us why the response of SBcl-2 cells was less than the other cell lines, though the expression of TETs and SVCTs in SBcl-2 cells of RGP was at similar levels as the other melanoma cell lines. Nevertheless, these results suggest that vitamin C at physiological levels indeed promotes the content of 5hmC toward the level of healthy melanocytes, which is comparable to the effect of overexpressing TET2, as shown previously [3].

**Figure 2:**
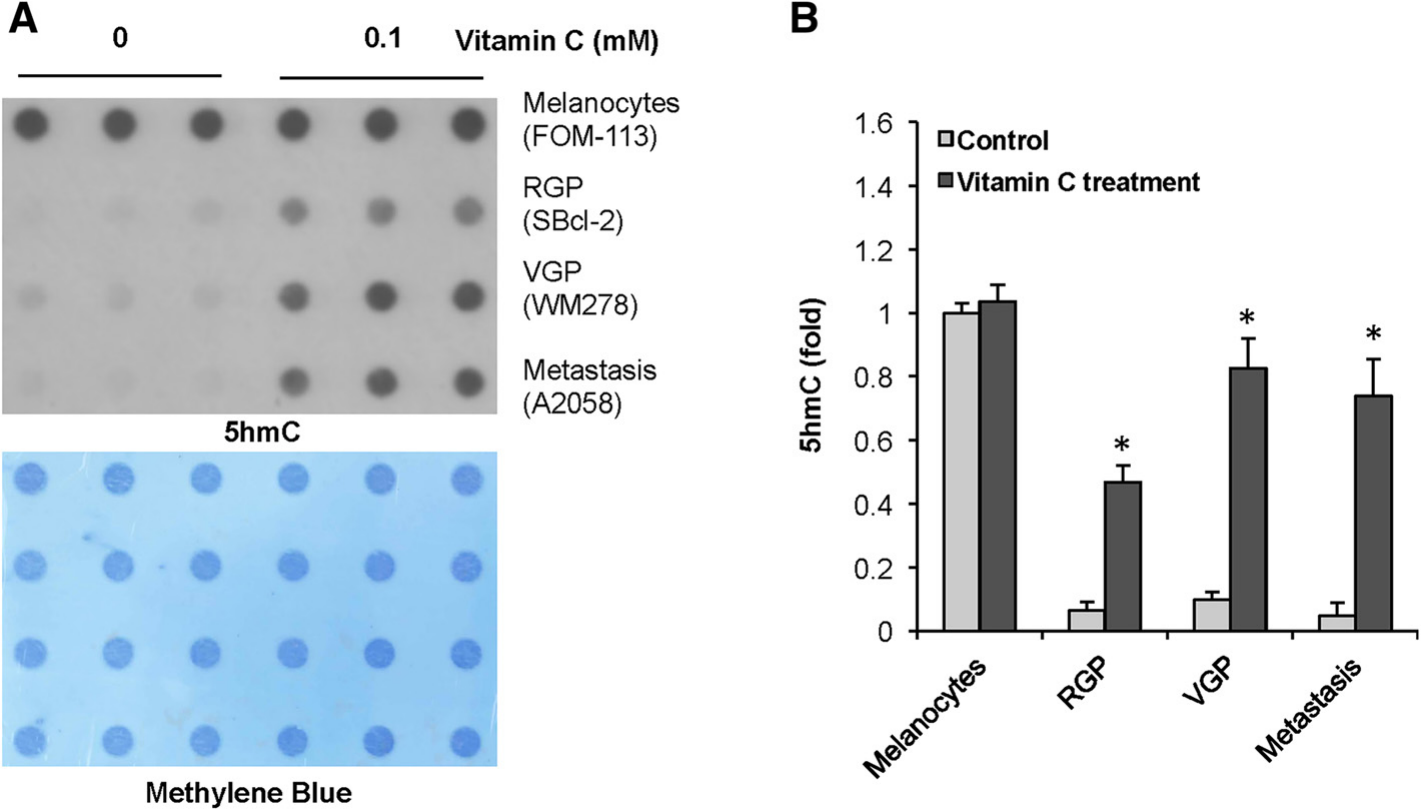
Vitamin C treatment raises 5hmC content toward that in healthy melanocytes. **(A)** The dot blot shows vitamin C treatment (0.1 mM) for 48 h and increases the global content of 5hmC in melanoma cells at different stages (RGP, VGP, and metastatic) toward the level in healthy melanocytes. **(B)** The semi-quantitative analysis of the dot-blot indicates that vitamin C significantly promotes 5hmC generation in melanoma cells. (Mean ± SD, *P < 0.01). The level of 5hmC (mean) in untreated melanocytes is set up as ‘1’. The relative levels of 5hmC in melanoma cells with or without vitamin C treatment are shown.

### Vitamin C time-dependently increased 5hmC content in A2058 cells

Previous studies have implicated a potential pharmacological effect of elevating vitamin C to higher concentrations in the plasma (>0.3 mM) on certain types of cancer [20]. Pharmacological levels of vitamin C in the plasma can only be achieved through intravenous injections. Although intravenous injections in a certain way may complicate the delivery of vitamin C to patients, we still tested whether vitamin C at pharmacological levels has an even stronger effect on 5hmC generation in melanoma cells. The A2058 cell line was used as a cell model in the first published study on 5hmC reestablishment in melanoma. Following this, we chose the A2058 cell line as a model also considering their decreased expression of TETs and SVCTs. As described above, the 5hmC signal was barely detectable in A2058 cells when cultured without vitamin C. After supplementation of vitamin C (0.01 mM) in the medium for 24 h, we found that the content of 5hmC increased about sixfold, and 0.1 mM vitamin C induced further increase in 5hmC (nearly ninefold), as compared to the basal level (Figure 3A & B). However, 5hmC was induced to a similar level (*P* > 0.05) in response to vitamin C treatment, regardless of how low (0.1 mM) or high (0.5 mM and 1 mM) the concentrations were. This suggests that vitamin C at pharmacological levels does not incur greater benefits in promoting 5hmC generation in melanoma cells, as compared to vitamin C at physiological levels.

**Figure 3:**
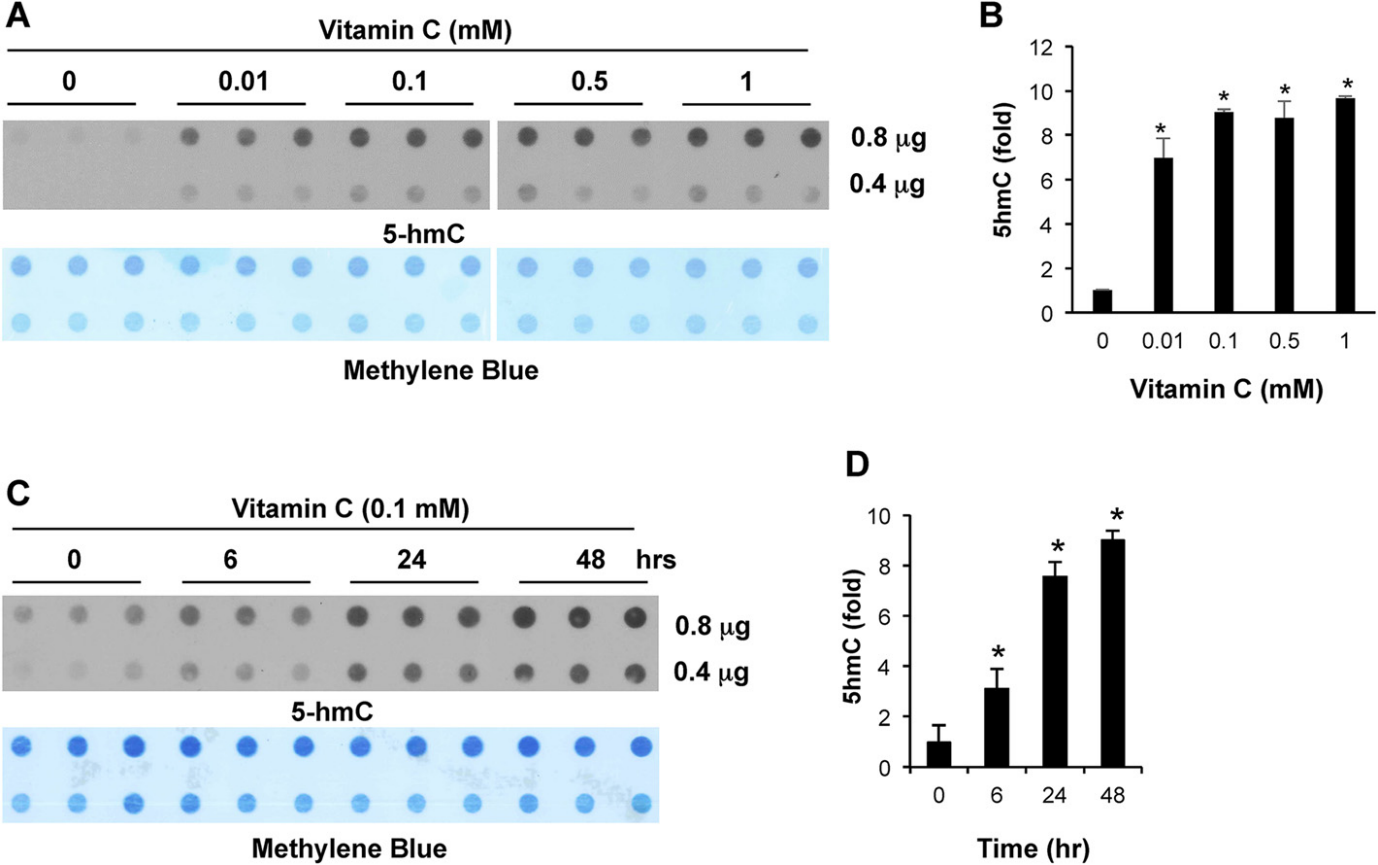
Vitamin C treatment increases the content of 5hmC in A2058 melanoma cells. **(A to B)** The dot-blot and semi-quantitative analysis of the dot-blot show that treatment with vitamin C (0.01 mM) increase 5hmC to approximately sixfold of the basal level. Higher concentrations of vitamin C (0.1 mM to 1 mM) induce 5hmC generation at a similar level (approximately ninefold in increase). **(C to D)** Vitamin C treatment (0.1 mM) time-dependently increases the content of 5hmC in A2058 cells as showed by the dot-blot and the semi-quantitative analysis of the dot-blot. Quantitative data are relative amounts of 5hmC.

Similar to what we previously observed in non-malignant cells [13], vitamin C treatment also enhanced the generation of 5hmC in A2058 cells in a time-dependent manner. The 5hmC content was increased approximately threefold in 6 h, approximately eightfold in 24 h, and approximately ninefold in a 48-h post vitamin C treatment (0.1 mM) (Figure 3C & D). This result suggests that TET enzymes, though at a lower level than in healthy melanocytes, are ready to generate 5hmC in melanoma cells but are waiting for vitamin C to assist the hydroxylation reaction. Thus, the accumulated vitamin C within the cells led to a time-dependent increase of 5hmC. It is important to note that the difference between the time points of 24 h and 48 h was miniscule, which could in part be due to the fact that 5hmC is not maintained during DNA replication in these rapidly growing cells. These results once again indicate that vitamin C at physiological levels partially reestablishes the content of 5hmC in melanoma cells, which is comparable to the effect of overexpressing TET2 in the same cell line [3].

### Vitamin C treatment inhibited the malignant phenotype of melanoma cells

We then questioned what the functional consequences of the vitamin C-increased 5hmC content could be in terms of melanoma malignancy. According to our observation described above, vitamin C at physiological concentrations is able to restore the global content of 5hmC as efficiently as to that of pharmacological concentrations in melanoma cells *in vitro*. In that regard, we tested the effect of vitamin C at physiological concentrations on behaviors of melanoma cells. In the cell proliferation analysis, we observed that treatment with vitamin C at physiological concentrations (0.05 mM to 0.1 mM) did not evidently affect the growth rate of A2058 cells (Figure 4A) as well as healthy melanocytes (data not shown). In contrast, vitamin C at pharmacological concentrations (0.5 mM to 2 mM) significantly inhibited not only A2058 cell proliferation (*P* < 0.05), but also the cell growth rate of healthy melanocytes (data not shown). Since such high concentrations (0.5 mM to 2 mM) of vitamin C treatment appeared to be toxic to many types of non-malignant cells including healthy melanocytes, pharmacological concentration of vitamin C treatment might not be a practicable option for cancer therapy. This might explain why vitamin C treatment at pharmacological concentrations resulted in inconsistent therapeutic results for cancer [20]. Overall, our results suggest that vitamin C at physiological concentrations does not affect cell proliferation of both melanoma (A2058) cells and healthy melanocytes. It appears to be safe for clinical application.

**Figure 4:**
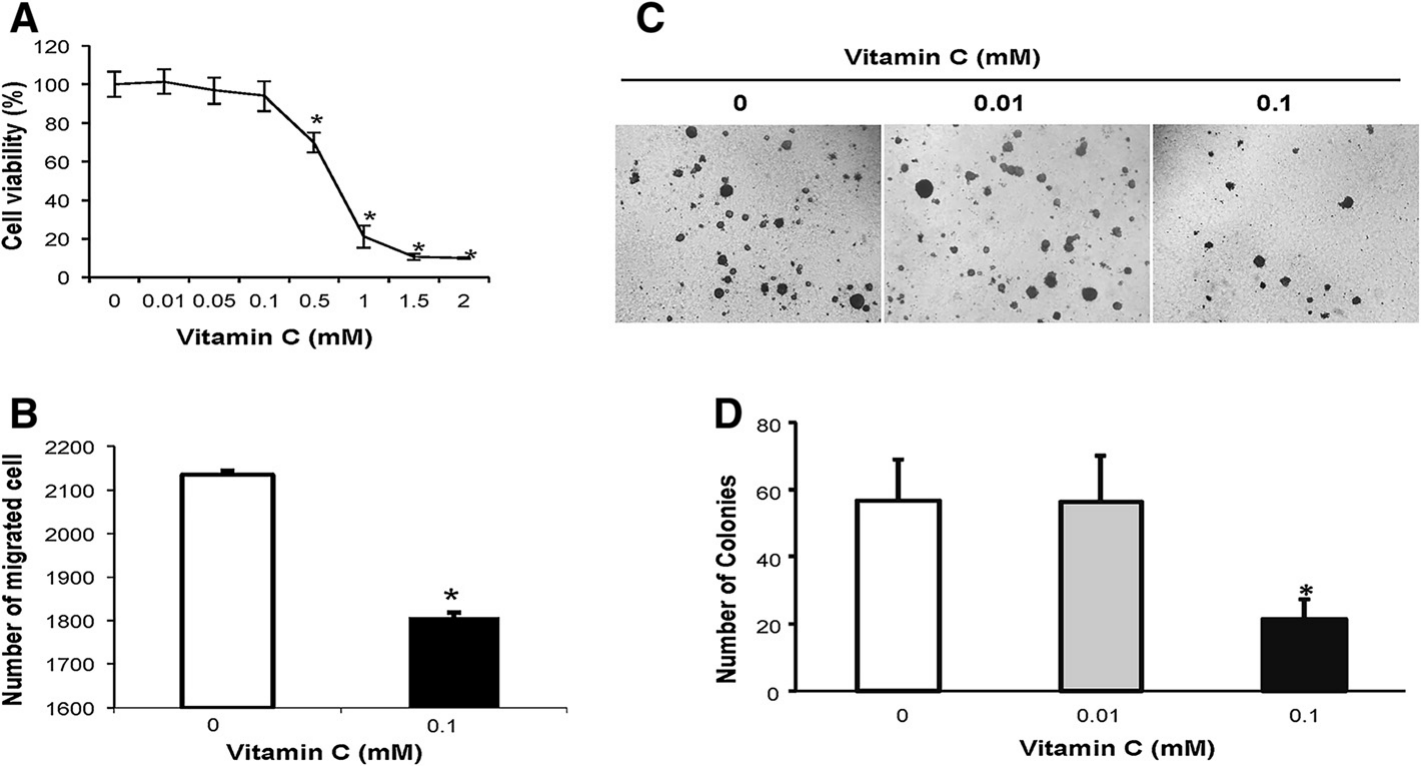
Vitamin C treatment decreases the malignant phenotype of A2058 cells *in vitro*. **(A)** MTT assay shows that Vitamin C at pharmacological levels (0.5 mM to 2 mM) inhibits A2058 cell proliferation while it does not affect A2058 cell proliferation at physiological levels (0.05 mM to 0.1 mM). **(B)** Treatment with vitamin C (0.1 mM) mitigates A2058 cell migration as tested by the transwell assay. **(C to D)** Vitamin C treatment (0.1 mM) inhibits the anchorage-independent growth of A2058 cells, and 0.01 mM vitamin C has no obvious effect. A representative image of soft-agar assay is shown in **(C)**. Quantitative data of colonies formed (#/well) in the soft-agar assay **(D)**. (*P < 0.05).

Interestingly, although vitamin C at physiological concentrations had little effect on cell proliferation of melanoma (A2058) cells, it indeed altered melanoma cell migration and *in vitro* transformation. In our experiments using the transwell cell migration assay to evaluate the effect of vitamin C treatment at physiological concentrations on melanoma cell migration, we treated A2058 cells with or without vitamin C (0.1 mM) for 24 h and tested their ability to migrate in the transwell. We observed that vitamin C at a physiological level (0.1 mM) significantly inhibited A2058 cell transwell migration (Figure 4B).

Anchorage-independent growth is one of the hallmarks of transformation. It is considered the most accurate and stringent *in vitro* assay to detect malignant transformation of cells *in vitro*. We further examined the effect of vitamin C treatment at physiological concentrations on anchorage-independent growth of melanoma cells. We observed that supplementation of vitamin C (0.1 mM) drastically inhibited A2058 cell colony formation in the soft agar, while 0.01 mM vitamin C did not obviously affect the colony formation (Figures 4C & D). This result suggests that vitamin C at a physiological level (0.1 mM) mitigated malignant transformation of melanoma cells. Considered together, our results demonstrate that vitamin C at physiological concentrations could significantly reduce the malignant phenotype of A2058 cells *in vitro* by inhibiting cell migration and transformation but not suppressing cell proliferation. Hence, vitamin C at physiological concentrations might be applied as a safe and clinically sound therapeutic option.

### Vitamin C treatment shifted the transcriptome of melanoma cells

We examined the possible mechanisms that could reveal how vitamin C suppresses cell migration and anchorage-independent growth of A2058 cells. Vitamin C is a micronutrient and has been proven to serve many different functions, including anti-oxidation and acting as a cofactor for a list of iron and 2-oxoglutarate-dependent dioxygenases. We and others have shown that the effect of vitamin C on 5hmC generation is independent of its property as a general reducer [13-17]. Of the known enzymes requiring vitamin C as a cofactor, only TETs and its mediated hydroxylation of 5mC to 5hmC have known direct impacts on gene transcriptions. Thus, we hypothesized that the vitamin C-induced global increase of 5hmC could, at least in part, be responsible for the phenotypic consequences of A2058 cells by changing gene expression profiles.

To test our hypothesis, we conducted RNA-seq to evaluate the influence of vitamin C treatment on the transcriptome of A2058 cells. In order to minimize potential secondary effects in the long term, A2058 cells were treated with vitamin C at physiological concentrations (0.1 mM) for 48 h. DNA and RNA were simultaneously extracted from A2058 cells cultured in the same wells (*n* = 3 per group). 

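RNA-seq counts were examined for 3 wells of A2058 cells, a line from a metastatic melanoma, kept without vitamin C and for 3 wells treated with 0.1 mM vitamin C for 48 h. The paper states that the medium was changed daily before each treatment and that ribosomal RNA was depleted before the libraries were made. The authors aligned the paired-end reads with STAR and counted them per gene with HTSeq. The paper names GENCODE v19 as the annotation, while the submitters' processing notes name the genome build hg38. The sample labels give 100 µM for the treated wells, the same dose as the paper, but the protocol text of the labels gives 50 µM sodium ascorbate. The dose of the paper is used here. The counts of 60675 genes summed to 41884588, 26996891 and 16248869 in control replicates 1, 2 and 3 and to 25672689, 32549362 and 20944956 in vitamin C replicates 1, 2 and 3. From these counts, scaled by TMM, the 16353 genes that passed edgeR's filter on low counts were tested with edgeR's quasi-likelihood test, and the p-values were adjusted by the Benjamini-Hochberg method. The wells are cultures of one cell line, so the p-values measure the spread between wells. Within each group, the wells differed by more than the sampling noise, with a chi-square per degree of freedom of at least 2.75, and each was counted as 1 sample.

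The first principal component, with 42.6% of the variance, separated the control wells from the vitamin C wells. The second, with 21.0%, spread both groups: control replicates 1, 2 and 3 lay at -9.81, 3.14 and 16.1, and vitamin C replicates 1, 2 and 3 at -17.5, -14.5 and 22.5. In vitamin C replicate 3, the small nuclear RNA 7SK took 0.945% of the counts, against 0.577% to 0.748% in the other libraries. Mitochondrial genes took 0.476% there, against 0.571% to 0.744% in the others. Counts were simulated with 50 genes changed at each fold among 16353 genes. On these, edgeR's quasi-likelihood test recovered 80% of the 1.5-fold changes and 98% of the 2-fold changes. Of its calls, 6.86% (12 genes) were false. Recovery was not split by expression level, so these shares need not hold for genes with few counts.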

After the vitamin C-induced 5hmC were confirmed by dot-blot assay (data not shown), RNA were submitted to the Sequencing Core of John P. Hussman Institute of Human Genomics at the University of Miami. We applied rigorous bioinformatic and statistical approaches to analyze the RNA-seq data. The results showed that 1,147 genes were differentially expressed by EdgeR, 789 genes by DEseq, and 74 genes by Bayseq, respectively. However, only 66 genes including a few of non-coding transcripts were significantly and differentially expressed in the analyses of all three methods - EdgeR, DESeq, and BaySeq (Figure 5). 

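Transcripts of the melanocyte antigen MLANA, the inflammatory cytokine IL1B and the MHC class II invariant chain CD74 were higher in the vitamin C wells. MLANA went from 1.54 ± 0.290 CPM (SD, n = 3 wells) in control cells to 15.4 ± 0.671 CPM (SD, n = 3 wells) with vitamin C, a log2 fold change of 3.38 (standard error 0.134, adjusted p = 9.0e-09 from edgeR's quasi-likelihood test). The log2 fold change was 3.07 for IL1B (standard error 0.141, adjusted p = 2.4e-08 from the same test) and 1.90 for CD74 (standard error 0.0864, adjusted p = 2.4e-08). RGS5, a regulator of G protein signaling, had the smallest p of all genes and fell from 199 ± 4.90 to 66.9 ± 2.23 CPM (SD, n = 3 wells each), a log2 fold change of -1.57 (standard error 0.0483, edgeR adjusted p = 6.5e-10). The kinase PDK4 and the growth factor binding protein IGFBP2 also fell, with log2 fold changes of -0.90 and -1.70. LINC01443, a long non-coding RNA, and HORMAD1, a protein of meiotic chromosomes, rose the most among genes with a mean of at least 1 CPM, each with a log2 fold change of 4.35 from a mean of 0.111 and 0.103 CPM in control cells. In total, 1829 of the 16353 genes passed an adjusted p of 0.05 in edgeR, 996 higher and 833 lower with vitamin C. With upper quartile scaling 892 were higher and 963 lower, and with library size alone 1101 were higher and 752 lower. DESeq2 called 1533 genes, 831 higher and 702 lower. The edgeR count fell to 1092, 977 and 964 without control replicate 1, 2 or 3 and to 1136 without vitamin C replicate 2, while it was 2095 without vitamin C replicate 3. The LINC01443 log2 fold change was 3.62 without control replicate 1 and 5.16 without control replicate 2, and the HORMAD1 log2 fold change was 3.62 and 5.70.

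**Figure D1:**
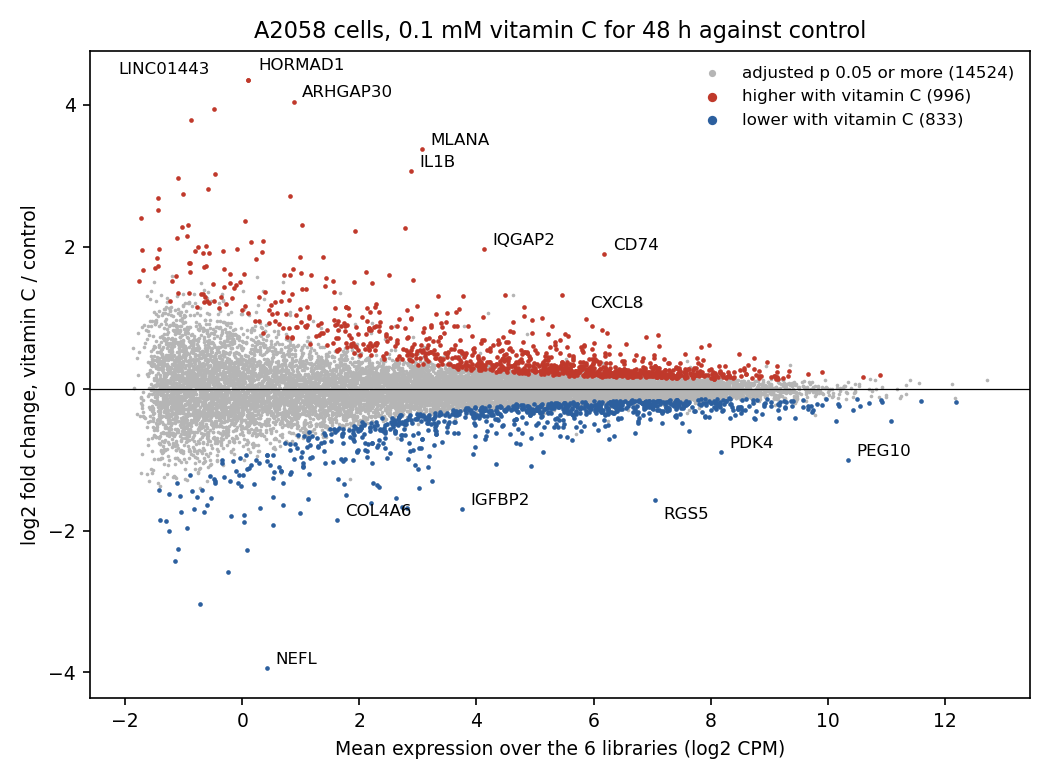
Each point is 1 of the 16353 genes tested, with its mean expression over the 6 libraries (log2 CPM) on the x axis and its log2 fold change of vitamin C over control on the y axis. Red points are the 996 genes higher and blue points the 833 genes lower with vitamin C at an adjusted p under 0.05, and gray points are the other genes.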

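Both edgeR and DESeq2 called 1466 genes in the same direction, 817 higher and 649 lower with vitamin C. Of these, 1398 are protein coding, 45 are long non-coding RNAs and 20 are pseudogenes. Among the 2189 long non-coding RNAs tested, edgeR called 43 higher and 47 lower. LINC01443 was the long non-coding RNA with the largest rise among the genes chosen for naming (DESeq2 adjusted p = 1.5e-09). Of 1197 pseudogenes tested, edgeR called 7 higher and 23 lower. The pseudogene FBXL21P fell from 1.60 ± 0.486 to 0.439 ± 0.143 CPM (SD, n = 3 wells each), a log2 fold change of -1.89 (standard error 0.333, adjusted p = 0.0025 from edgeR's quasi-likelihood test). Reads of a pseudogene can be shared with its parent gene. Without control replicate 1, 2 or 3 or vitamin C replicate 2, the number called by both tools was 800, 769, 770 or 845. BaySeq was not run here.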

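Genes moved in both directions with vitamin C. Among the named genes, MYT1L, a neuronal zinc finger protein, rose with a log2 fold change of 2.72 (standard error 0.243, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test), the actin-capping protein CAPG rose with 2.31 and the scaffold protein IQGAP2 with 1.96. NEFL, the neurofilament light chain, fell from 2.53 ± 0.585 to 0.167 ± 0.0601 CPM (SD, n = 3 wells each), a log2 fold change of -3.94 (standard error 0.339, adjusted p = 8.3e-06 from the same test). The growth factor receptor FGFR2 fell with a log2 fold change of -1.79, the G protein subunit GNAZ with -1.92, the troponin TNNT1 with -1.67, TEX13C with -1.75 and NPDC1 with -1.68. Among the 66 genes with the smallest p in edgeR, 42 were higher and 24 lower with vitamin C. Among the 66 with the smallest p in DESeq2, 43 were higher and 23 lower. These sets of 66 were formed after the values were seen and are not the genes called by 3 tools.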

Of the 66 genes, seven genes were down-regulated while the rest of the 59 genes were up-regulated. Then, we chose the top ten genes for validation based on fold changes (≥1.6-fold increase or ≤0.7 fold decrease) in multiple callers. 

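All 10 genes of Table 1 passed the test, 8 higher and 2 lower with vitamin C, also when adjusted over the list alone. The study chose them on these samples, so neither count is independent evidence of a direction. TRIM63, a muscle ubiquitin ligase, rose from 0.327 ± 0.105 to 1.74 ± 0.195 CPM (SD, n = 3 wells each), a log2 fold change of 2.37 (standard error 0.305, adjusted p = 2.3e-04 from edgeR's quasi-likelihood test). The phosphatase PTPN7 rose from 0.249 ± 0.0576 to 1.06 ± 0.172 CPM (SD, n = 3 wells each), a log2 fold change of 2.01 (standard error 0.341, adjusted p = 0.0019 from the same test). SOCS3, a suppressor of cytokine signaling, rose with a log2 fold change of 1.07 (standard error 0.136). The log2 fold change was 0.81 for MAGEA4, a cancer-testis antigen (standard error 0.0761), and 0.78 for the serine protease FAP (standard error 0.0616). The 2 genes that fell were SERPINE2, a serine protease inhibitor, from 656 ± 9.87 to 492 ± 8.37 CPM, and SLITRK2, a neuronal membrane protein, from 9.76 ± 1.01 to 5.41 ± 0.0542 CPM (SD, n = 3 wells each). Their log2 fold changes were -0.42 (standard error 0.0403) and -0.86 (standard error 0.110). A filter of at least 10 counts in every library leaves out ARHGAP30, TRIM63 and PTPN7.

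**Figure D2:**
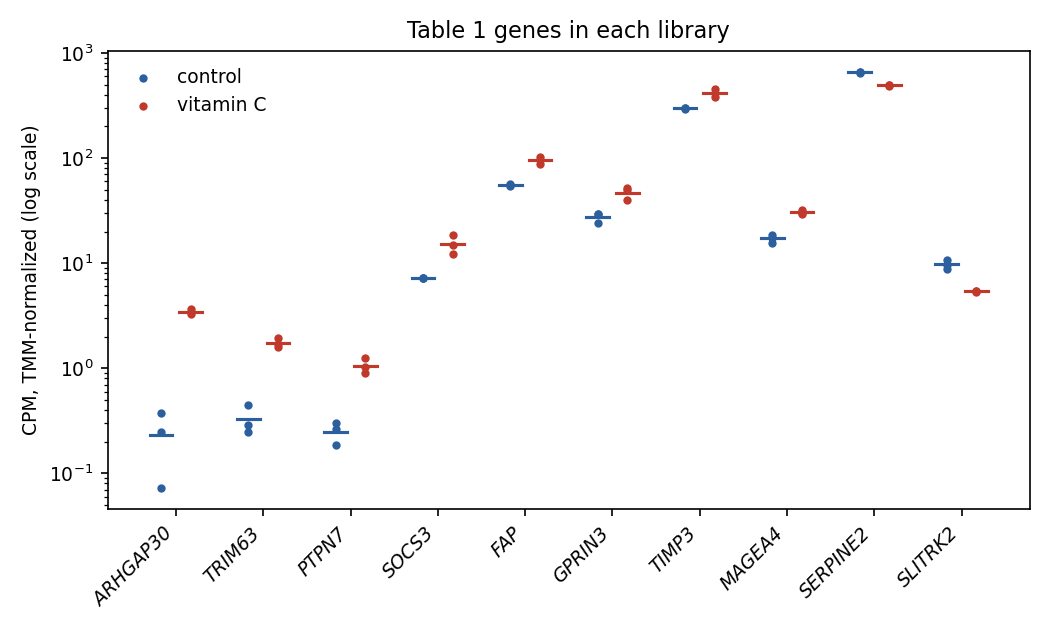
Each point is 1 library and each line the mean of the 3 libraries of a group, control in blue and vitamin C in red, in CPM after TMM normalization on a log scale. For each of the 10 genes of Table 1, the 3 vitamin C libraries lie apart from the 3 control libraries.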

The expression changes of all ten genes had been verified by qRT-PCR (Table 1). However, the ten verified genes may not be able to fully explain the effects of vitamin C on the altered malignant phenotype of A2058 cells. The most significant change induced by vitamin C treatment occurs in the gene rho GTPase activating protein 30 (ARHGAP30, ≥tenfold increase). 

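ARHGAP30 rose in every vitamin C well. Its counts were 3, 10 and 4 in control replicates 1, 2 and 3 and 93, 113 and 69 in vitamin C replicates 1, 2 and 3. Its level was 0.231 ± 0.151 CPM (SD, n = 3 wells) in control cells and 3.46 ± 0.174 CPM (SD, n = 3 wells) with vitamin C, a log2 fold change of 4.05 (standard error 0.348, adjusted p = 8.3e-06 from edgeR's quasi-likelihood test). This is a 16.5-fold rise, the size of which rests on 17 counts over the 3 control libraries. Among the 16353 genes tested, ARHGAP30 had rank 3 by the size of the rise and rank 44 by p. In GENCODE 29 the gene lies on the minus strand of chromosome 1 of GRCh38, from 161046946 to 161069970, and 0% of its exon bases overlap another gene. The fold was 10.5 without control replicate 1 and 27.1 without control replicate 2.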

Unfortunately, western blot using different sources of antibody did not present a specific ARHGAP30 band at the expected size. Nevertheless, we have decided to examine ARHGAP30 at protein level in future studies. By pathway enrichment analysis, we found that the most prominent changes occurred in the extracellular matrix (ECM)-remodeling pathway including TIMP metallopeptidase inhibitor 3 (TIMP3) and GPRIN family member 3 (GPRIN3). 

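The metalloproteinase inhibitor TIMP3 rose from 298 ± 3.45 CPM (SD, n = 3 wells) in control cells to 419 ± 34.3 CPM (SD, n = 3 wells) with vitamin C, a log2 fold change of 0.49 (standard error 0.0551, adjusted p = 8.8e-05 from edgeR's quasi-likelihood test). GPRIN3 rose from 27.8 ± 2.98 to 46.8 ± 6.34 CPM (SD, n = 3 wells each), a log2 fold change of 0.77 (standard error 0.0994, adjusted p = 2.4e-04 from the same test). Of 42 measured genes in the list of ECM proteases and inhibitors, 14 were higher and 6 lower with vitamin C. The other 22 did not pass the test (15 higher and 7 lower adjusted over the list alone). The list is wider than its name. LOX (log2 fold change 1.33), LOXL2 (0.54) and HPSE (0.43), counted as higher, are not proteases or protease inhibitors. Nor is BSG (-0.24), counted as lower. The cathepsins CTSS and CTSK, proteases of lysosomes and matrix, rose with log2 fold changes of 0.75 (standard error 0.0562) and 1.00 (standard error 0.0810). TIMP1, TIMP2 and TIMP4 did not follow TIMP3: the log2 fold change was -0.07 for TIMP1 and 0.05 for TIMP2 (edgeR adjusted p = 0.64 and 0.61), and TIMP4 had 4, 2 and 1 counts in control and 1, 0 and 0 in vitamin C replicates. The median log2 fold change of the list was 0.05 (camera adjusted p = 0.0056, and adjusted p = 0.40 with an estimated correlation), and its voom value gave an adjusted p of 0.055. TIMP3, FAP and SERPINE2 are in this list and were picked by the study from these libraries.

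Together with 50 ECM structural proteins, 41 of 92 ECM genes (44.6%) were called in either direction, against 11% of the other genes tested. The odds ratio was 6.51 (95% confidence interval 4.19 to 10.0, p = 4.9e-16, one-sided Fisher's exact test). This test counts genes as independent. Its other genes include long non-coding RNAs and pseudogenes, of which 4.11% and 2.51% were called, against 13.45% of all protein coding genes. The odds ratio was 6.05 without the genes of Table 1 (p = 2.7e-14, one-sided Fisher's exact test). It was 12.5 when genes with low counts were kept, where the called share was lower in both groups (36.3% of ECM genes and 4.36% of the others). This list stands in for the pathway database used by the authors. GPRIN3 is not in it. The paper proposes that changes in the genes it names, among them TIMP3 and GPRIN3, may account in part for the slower migration and reduced anchorage-independent growth. It does not draw this from the list used here.

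**Figure D3:**
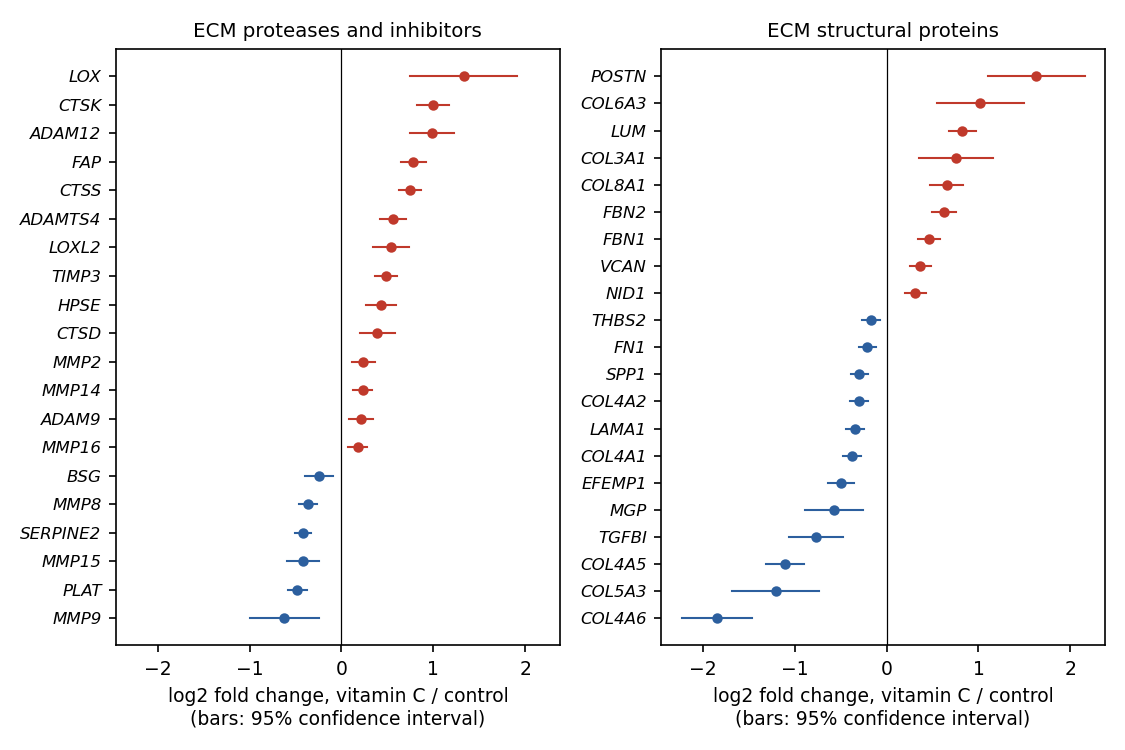
Log2 fold changes of vitamin C over control with 95% confidence intervals (bars) for genes with an adjusted p under 0.05. Left, the 20 from the list of ECM proteases and inhibitors, which also holds LOX, LOXL2, HPSE and BSG. Right, the 21 ECM structural proteins. Red points are higher and blue points lower with vitamin C.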

Changes in these genes may explain, at least in part, the inhibitory effect of vitamin C on A2058 cell migration and anchorage-independent growth.

**Figure 5:**
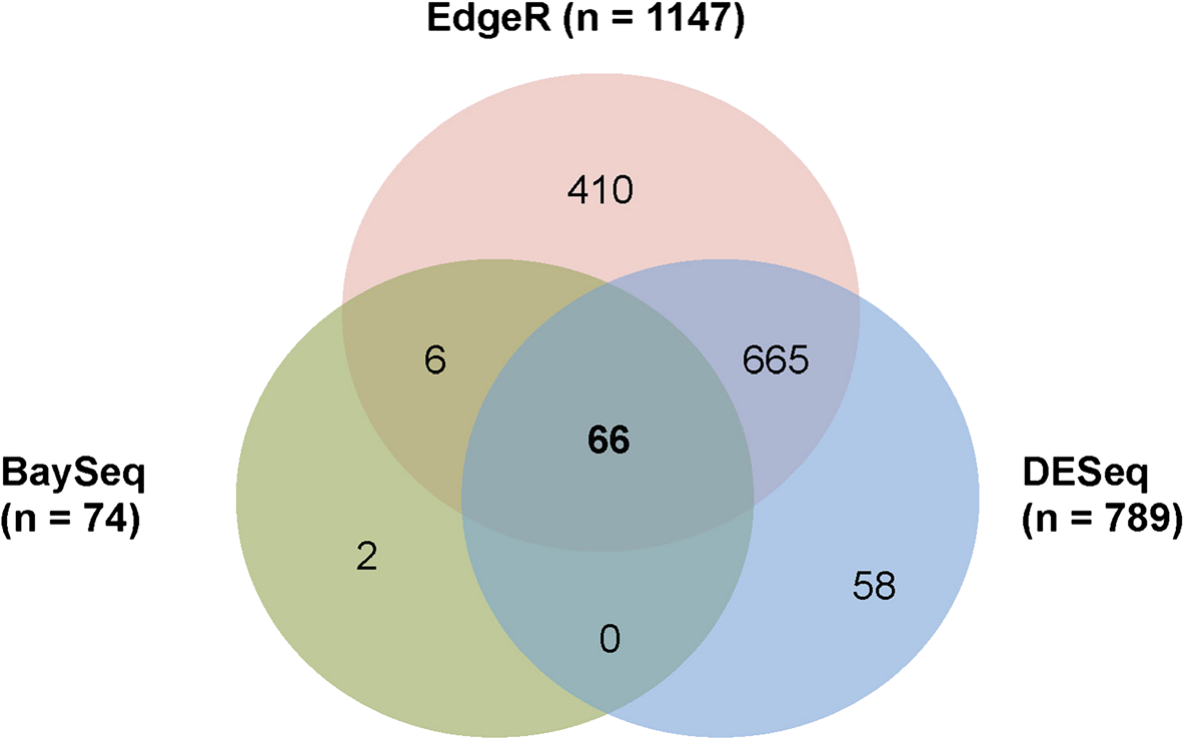
Vitamin C treatment shifts the transcriptome of A2058 cells. After vitamin C (0.1 mM) treatment for 48 h, differentially expressed genes are identified by EdgeR (1,147 genes), DEseq (789 genes), and Bayseq (74 genes) analysis. However, only 66 genes are overlapped by the analyses of all three methods.

**Table 1:** **Differentially expressed genes in A2058 cells used by vitamin C treatment**

**No**	**Symbol**	**Gene**	**RNA-seq (DESeq)**		**qRT-PCR**	
			**Fold**	***P*** **value**	**Fold**	***P*** **value**
1	ARGHAP30	Rho GTPase activating protein 30	15.2	4.73 × 10^−21^	10.3	2.2 × 10^−5^
2	TRIM63	Tripartite motif containing 63, E3 ubiquitin-protein ligase	5.3	2.15 × 10^−05^	4.3	2.2 × 10^−5^
3	PTPN7	Protein tyrosine phostaphatase, non-receptor type 7	3.8	0.01	2.6	8 × 10
4	SOCS3	Suppressor of cytokine signaling 3	1.9	1 × 10^−4^	2	9 × 10^−3^
5	FAP	Fibroblast activation protein, alpha	1.7	3.43 × 10^−21^	1.6	0.01
6	GPRIN3	GPRIN family member 3	1.7	5 × 10^−5^	2	3 × 10^−4^
7	TIMP3	TIMP metallopeptidase inhibitor 3	1.6	5 × 10^−5^	1.5	0.01
8	MAGEA4	Melanoma antigen family A	1.6	5 × 10^−5^	1.8	1 × 10^−4^
9	SERPINE2	Serpin, peptidase inhibitaor clade E, member 2	0.67	2.5 × 10^−4^	0.79	0.01
10	SLITRK2	SLIT and NTRK-like family member 2)	0.49	1 × 10^−4^	0.66	2 × 10^−3^

## Discussion

Recent discoveries of the epigenetic abnormalities in cancer provide unprecedented opportunities to reprogram malignant cancer cells and alter them toward healthy cells by targeting related enzymes that are responsible for the epigenetic modifications [21]. The conversion of 5mC to 5hmC requires a catalytic complex that is at least composed of the TET enzymes, the co-substrate 2-oxoglutarate, and the cofactor Fe^2+^. We, for the first time, reported that vitamin C is an additional cofactor for TETs to generate 5hmC. This was subsequently verified by three other groups and is now widely accepted [13-17]. Interestingly, the loss of 5hmC has been identified as a novel hallmark for most, if not all, types of cancer [1-4]. Various mechanisms may underlie 5hmC depletion in cancer such as mutations in TETs and IDHs [1,22] and thus decreased expression of TETs and IDHs [3]. Published studies have shown that overexpressing TET2 in melanoma cells and TET1 in breast cancer cells increases their 5hmC content and decreases their malignancy *in vitro* and *in vivo* [3,23]. However, it might not be feasible to overexpress TETs in cancer patients as a therapeutic option. This study attempted to identify alternative means that may rebuild the 5hmC content in malignant cells as a potential treatment for cancer.

Contrary to what one might expect, more than 7% of the US population (>20 million individuals) is estimated to be deficient in vitamin C (concentrations <11.4 μM in plasma) [24,25]. Further, the turnover rate of vitamin C appears quite rapid, suggesting that the number of people with short-term vitamin C deficiency could be even higher [26]. Possibly due to the fact that it is nearly impossible to quantitatively control dietary vitamin C consumption in human subjects, an epidemiological link between vitamin C deficiency and the incidence of melanoma has yet been published.

Interestingly, recurrent mutations in the splicing factor SF3B1 have been identified in certain types of melanoma [27]. The mutant SF3B1 causes a truncated, most likely nonfunctional, SVCT2 that can result in intracellular deficiency of vitamin C in cancer cells [28]. Besides a lower expression of TETs in melanoma cells as verified in this research, we also found that the expression of SVCTs was also significantly decreased especially in metastatic melanoma cell lines. This result suggests that a local deficiency of vitamin C, due to less transporters in metastatic melanoma cells, could also be responsible for the loss of 5hmC in metastatic melanoma.

Based on the recent findings, including ours, [13-17] we sought to test whether vitamin C could be an alternative of TETs overexpression to restore 5hmC in cultured melanoma cells. Distinct from previous studies of using pharmacological concentrations, we chose vitamin C at physiological concentrations, which can be conveniently reached by diet and dietary supplements, to treat cells. We showed that vitamin C treatment indeed reestablished 5hmC global content toward that in healthy melanocytes. Interestingly, higher concentration of vitamin C did not cause an even higher level of 5hmC in melanoma cells, indicating that vitamin C at physiological levels can satisfy the need of TETs, though at low expression level, and maximize their enzymatic activity to generate 5hmC in melanoma cells.

In addition to the changes in 5hmC content, vitamin C at physiological concentrations also caused phenotypic changes in cultured melanoma cells. *In vitro* assays showed that vitamin C (0.1 mM) treatment decreased the malignant phenotype of A2058 cells by inhibiting cell migration and anchorage-independent growth, while exerting no obvious effect on proliferation rate. Published studies have shown that vitamin C depletion increases the growth and metastasis of melanoma cells in L-gulonolactone oxidase-knockout (Gulo^−/−^) mice that mimic the human inability to synthesize ascorbate [29]. Further, supplementation of vitamin C could inhibit the growth and metastasis of melanoma cells in Gulo^−/−^ mice [30]. These results suggest that vitamin C treatment could decrease the malignant phenotype of melanoma *in vitro* and *in vivo*.

Consistent with the dual function of TETs and the consequent 5hmC on transcription regulation [31], vitamin C-induced 5hmC also correlated with bi-directional effects on transcription, although the most significantly altered transcripts were up-regulated. 

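Among the genes with the smallest p that rose, the chemokine CXCL8 went from 38.9 ± 1.85 to 77.5 ± 2.02 CPM (SD, n = 3 wells each), a log2 fold change of 0.99 (standard error 0.0568, adjusted p = 2.5e-07 from edgeR's quasi-likelihood test). The log2 fold change was 1.32 for CRYBG1 and 0.76 for FBXL5, a subunit of a ubiquitin ligase that responds to iron. Among those that fell, the imprinted gene PEG10 went from 1735 ± 27.7 to 863 ± 91.7 CPM (SD, n = 3 wells each), a log2 fold change of -1.01 (standard error 0.0626, edgeR adjusted p = 5.6e-07). The log2 fold change was -1.06 for the matricellular protein SMOC1, -0.90 for the monoamine transporter SLC18A1 and -1.40 for the receptor subunit GABBR2. Of the 229 called genes that changed at least 2-fold, 137 were higher and 92 lower with vitamin C. Of the 33 that changed at least 4-fold, 26 were higher and 7 lower. These fold limits were chosen after the values were seen. At the fold limits of Table 1, 238 genes were higher and 254 lower. These limits, a fold of at least 1.6 or at most 0.7, admit falls of a smaller size than rises. The values of 4996 genes did not overlap between control and vitamin C wells, 30.6% of those tested, where chance gives 10%.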

An ideal study will be an integrated analysis of RNA-seq and sequencing 5hmC in the genome of melanoma cells after vitamin C treatment. However, due to limits in financial support, a detailed 5hmC profiling by high-throughput sequencing can only be conducted in the future. Nevertheless, this research has successfully captured the most significant genes sensitive to vitamin C treatment in A2058 cells.

The most predominant change occurs in the ARHGAP30 gene, of which the expression is increased more than tenfold after vitamin C treatment. 

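The genes around ARHGAP30 at 1q23.3 with enough counts to test had far smaller fold changes than ARHGAP30. F11R, a junctional adhesion molecule, rose from 32.9 ± 2.20 to 44.7 ± 4.66 CPM (SD, n = 3 wells each), a log2 fold change of 0.44 (standard error 0.0797, adjusted p = 0.0028 from edgeR's quasi-likelihood test), and 36.6% of its exon bases overlap another gene on the same strand. The transcription factor USF1, which lies next to ARHGAP30, had a log2 fold change of 0.05. NECTIN4, on the other side, had 6 counts in the control and 3 in the vitamin C libraries, and KLHDC9 had 3 and 15. USF1, NECTIN4 and KLHDC9 were named after their values were seen. Of 9 measured neighbours fixed as a list, 1 was higher and none lower (1 higher adjusted over the list alone; camera adjusted p = 0.11).

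**Figure D4:**
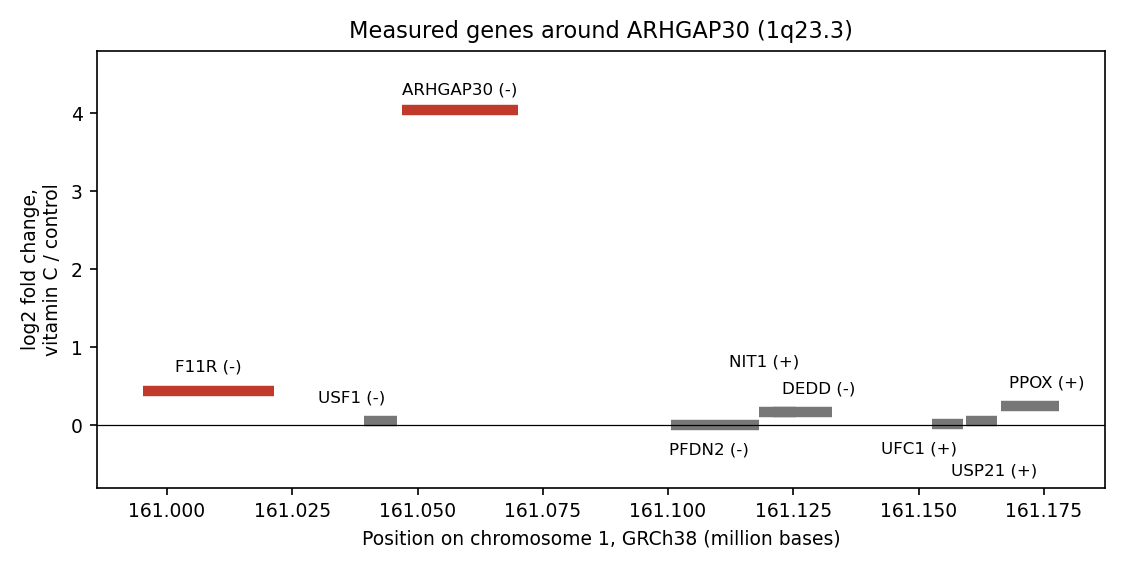
Genes with enough counts within 100 kb of ARHGAP30, drawn from their start to their end on chromosome 1 of GRCh38 (x axis, Mb) at their log2 fold change of vitamin C over control (y axis), with the strand in parentheses. Red genes have an adjusted p under 0.05. ARHGAP30 lies at 4.05 and F11R at 0.44.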

Interestingly, not so much is known about the function of this gene. However, a recent report showed that ARHGAP30 is required for acetylation and functional activation in colorectal cancer. A low level of ARHGAP30 expression also is associated with poor survival of CRC patients [32]. A dramatic increase in ARHGAP30 expression caused by vitamin C can enhance the tumor suppressor activity of p53, further decreasing the malignancy. Thus, this study primarily links vitamin C to P53 in cancer treatment.

Furthermore, ECM remodeling appeared to be the primary pathway regulated by vitamin C. Other than GPRIN3, the most notable gene in this pathway is TIMP metallopeptidase inhibitor 3 (TIMP-3). 

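Of 50 measured ECM structural proteins, 9 were higher and 12 lower with vitamin C, and 29 did not pass the test (11 higher and 16 lower adjusted over the list alone). The proteoglycan LUM rose from 51.1 ± 3.58 to 90.2 ± 7.28 CPM (SD, n = 3 wells each), a log2 fold change of 0.83 (standard error 0.0685, adjusted p = 6.2e-06 from edgeR's quasi-likelihood test), and the fibrillin FBN2 rose with 0.63 (standard error 0.0608). The basement membrane collagens COL4A5 and COL4A6 fell, with log2 fold changes of -1.11 (standard error 0.0967) and -1.85 (standard error 0.178). The median of the list was -0.09 (camera adjusted p = 0.32). The share of members called in either direction was 47.6% for the ECM proteases and inhibitors and 42.0% for the ECM structural proteins (adjusted p = 4.9e-08 and 1.6e-07, one-sided Fisher's exact test). The first of these holds TIMP3, FAP and SERPINE2, which the study picked from these libraries, so its share and p are not independent of that choice. The share was 57.7% for interferon-stimulated genes, 57.1% for fibroblast markers, 54.2% for pigmentation genes and 50.0% for adhesion molecules. The lists are few and overlap, so they are not a survey of all pathways. Fisher's exact test also counts the genes of a list as independent.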

Interestingly, overexpressing TET1 has been shown to activate TIMPs expression in breast cancer cells [23]. The mechanisms of how these altered genes contribute to the decreased malignancy of A2058 cells remain unclear and require further examination in the future.

Astonishingly, vitamin C is often absent in the formulation of the majority of media used for culturing cancer cells [33]. This suggests that the critical regulatory role of vitamin C in the cancer epigenome might have been overlooked in previous cell-based studies. On the other hand, immunocompromised or genetically modified mice have been overwhelmingly used in cancer research. However, unlike humans, mice can synthesize vitamin C *de novo*. This implicates that previous mice-based studies might have ignored the effect of variation in vitamin C availability on the cancer epigenome.

In addition to restoring 5hmC in melanoma cells as described above, vitamin C at pharmacological doses also have been shown to inhibit the activity of DNA methyltransferases and to alter the expression of many miRNAs [34]. Besides these epigenetic pathways, the toxicity of vitamin C at mM ranges is also through reactive oxygen species pathways [35]. Taken together, vitamin C, a safe and well-tolerated micronutrient, needs to be further evaluated in melanoma treatment.

## Conclusions

Our study demonstrates that treatment of vitamin C at a physiological concentration can decrease the malignant phenotype of melanoma cells *in vitro* by partially reestablishing the global content of 5hmC and the consequent alteration in the transcriptome. These results suggest that vitamin C could be a potential epigenetic treatment for melanoma and perhaps other types of cancer.

## Methods

### Cell culture and treatments

Melanocyte line (FOM-113), derived from a healthy human subject, and melanoma cell lines derived from radial growth phase (RGP, SBcl2 and WM35) and vertical growth phase (VGP, WM278 and WM3248) as well as metastatic phase (C8161) were gifts from Dr. M. Herlyn (The Wistar Institute). Another line of metastatic melanoma (A2058) was purchased from ATCC. Cells were cultured in the media as described [33]. The media used to maintain these cell lines did not contain any vitamin C in their formulas. After seeding in 6-well plates for 24 h, cells were treated with vitamin C (L-ascorbic acid, Sigma-Aldrich, St Louis, MO, USA) at different concentrations for varying durations. Each treatment group consisted of three wells for every experiment. Each experiment was repeated at least three times.

### Quantitative real-time RT-PCR

RNA was extracted from cultured melanocytes and various melanoma cells using RNeasy kits (Qiagen, Hilden Germany). A nanodrop 8000 photospectrometer was used to measure the yield of RNA extraction. The SuperScript III First-Strand Synthesis System (Invitrogen, Carlsbad, CA, USA) was used for reverse transcription (RT) according to the manufacturer’s instructions. Quantitative real-time RT-PCR (qRT-PCR) was performed in triplicate on a Roche LightCycler 480. The 10-μl reaction contains SYBR Green master mix, primers, and diluted cDNA (100 ng). All primers were designed to span introns (Table 2). The transcript amplification results were analyzed with the LightCycler 480 software, and all values were normalized to the levels of the GAPDH using the 2^-(ΔΔCt)^ method. Statistical significance of differences in expression levels between melanocytes and different melanoma cell lines or between A2058 cells treated with or without vitamin C were assessed by Student *t* test, at *α* = 0.05.

**Table 2:** **Primers for quantitative real-time RT-PCR**

**Gene**	**Forwards (5’ → 3’)**	**Reverse (5’ → 3’)**
TET1	AATGGAAGCACTGTGGTTTG	ACATGGAGCTGCTCATCTTG
TET2	AATGGCAGCACATTGGTATG	AGCTTCCACACTCCCAAACT
TET3	GAGGAGCGGTATGGAGAGAA	AGTAGCTTCTCCTCCAGCGT
SVCT1	TCATCCTCCTCTCCCAGTACCT	AGAGCAGCCACACGGTCAT
SVCT2	TCTTTGTGCTTGGATTTTCGAT	ACGTTCAACACTTGATCGATTC
ARGHAP30	GTGCCCCAGGTGCTAAAGAG	CTTGGAGGTAAACATCCCGAC
TRIM63	GCTTTGAGAACATGGACTTCTTT	CTTCTGTGGACTCTTCCTCTTC
PTPN7	GGGAGGTCACCCTACACTTTC	TGGTCTTGTATCGGTCCTTGG
SOCS3	GGAGACTTCGATTCGGGACC	GAAACTTGCTGTGGGTGACC
FAP	CAAAGGCTGGAGCTAAGAATCC	ACTGCAAACATACTCGTTCATCA
GPRIN3	ATGGGGACTGTACCTGACCC	GGTGGTCTCATGCTCACAAAC
TIMP3	CGGTATCACCTGGGTTG	GTAGCCAGGGTAACCGAAA
MAGEA4	AGGAGCACCAAGGAGAAGAT	GCTTGCAGTGCTGACTCTT
SERPINE4	CTCGCCATGGTGATGAGATAC	CCTCACACTGGAACACATCTT
SLITRK2	CCTGGAAGCAGCGTCTTATT	CCTACTAAATCCTGCCCATCTC

### Dot-blot assay

Genomic DNA was extracted from cultured melanocytes and various melanoma cells using QIAamp DNA mini kits (Qiagen, Hilden Germany) according to the manufacturer’s instructions. A Qubit Fluorometer (Life Technology, Foster City, CA, USA) was used to quantify the concentration of DNA. The dot-blot procedure followed the published methods as conducted in our previous studies [13]. Briefly, DNA samples were diluted with 2 N NaOH and 10 mM Tris · Cl and pH 8.5 then loaded on a Hybond N+ nylon membrane (GE Health, Piscataway, NJ, USA) using a 96-well dot-blot apparatus (Bio-Rad, Richmond, CA, USA). After baking at 80°C for 30 min and being blocked by 5% non-fat milk for 1 h at room temperature, the membrane was incubated in a polyclonal anti-5hmC antibody (Active Motif, Carlsbad, CA, USA; #39769, 1:10,000) at 4°C overnight. 5hmC was visualized by chemiluminescence. The densities of the dots were captured by AlphaImager. To ensure equal loading, the membrane was stained with methylene blue post-immunoblotting. Statistical significance of differences in 5hmC content between different treatments were assessed by Student *t* test at *α* = 0.05.

### MTT assay

Cell growth was measured using MTT cell proliferation kits (BioVision Technologies, Exton, PA, USA) according to the manufacturer’s instruction. Briefly, 5 × 10^3^ cells/well were cultured in 96-well plates and cultured in the medium supplemented with or without vitamin C as indicated in individual experiments. Samples were assayed in six replicates and these experiments were repeated three times.

### Cell migration assay

Tumor cell migration was tested in transwell using BD Falcon FluoroBlok™ Systems with an 8-μm porous membrane insert (BD Biosciences, San Jose, CA, USA). A total of 1 × 10^4^ A2058 melanoma cells were suspended in a 0.3-mL serum-free medium and seeded in 8-μm pore Fluoroblok inserts and left to migrate toward the lower chamber containing 0.7 mL of tumor medium with 1% FBS. Wells were divided into two groups (three wells/group) as follows: vitamin C (+) and vitamin C (−) groups. In the vitamin C (+) group, vitamin C (0.1 mM) was supplemented in both the insert and the low chamber. Cells were cultured at 37°C for 16 h. Migrated cells were counted using an Olympus TH4-100 fluorescence microscope connected to a DP-70 Olympus digital camera (Olympus, Tokyo, Japan).

### Colony formation assay

Tumor cell colony formation in soft agar was carried out as described [36]. Briefly, 3 × 10 A2058 melanoma cells per well were embedded into 0.33% agar gel containing FBS in 6-well plates pre-coated with 0.5% of agar solution in triplicate and covered with tumor medium supplemented with or without vitamin C (0.01 or 0.1 mM) or as indicated in the individual experiment. Medium was replaced every other day. Colonies (defined as a minimum of four cells) were counted after 15 days of incubation.

### RNA-seq

A2058 cells cultured in 6-well plates were treated with or without vitamin C (0.1 mM) for 48 h. Medium was changed daily before each treatment to avoid the accumulation of vitamin C in the medium. Total RNA was then extracted from these cells. A Bioanalyzer 2000 (Agilent, Palo Alto, CA, USA) was used to monitor the quality of RNA. All samples’ RNA integrity numbers (RIN) were above nine (data not shown). The whole transcriptome sequencing was carried out at the Sequencing Core of John P. Hussman Institute of Human Genomics at the University of Miami. Briefly, after ribosome RNA (rRNA) was depleted, sequencing libraries were constructed following the standard Illumina protocols and were subsequently processed by a Hiseq2500 (Illumina, San Diego, CA, USA) sequencing system (200 bp paired-end reads, four samples per lane). Raw read data was first run through quality control metrics using FastQC (http: //www.bioinformatics.babraham.ac.uk/projects/fastqc/). After quality control was checked, sequence reads were aligned using the STAR aligner [37]. The aligned reads from the STAR aligner was then run through HTseq for transcript quantification against the GENCODE v19.gtf file [38]. After all features were quantified, the data was then run through three different differential expression calculators in EdgeR, DESeq, and BaySeq [39-41]. The intersection of the three methods were taken and transformed into a list of the final differentially expressed features. Differentially expressed features were determined by cutoff adjusted *P* values of 0.05 across all three methods. That final list was then put through gene ontology annotation using the BiNGO added into Cytoscape v 3.1.1 [42]. The list was also run through GeneGO for pathway enrichment (https://www.portal.genego.com).

### Statistical analysis

All data were normalized by inner controls, such as GAPDH expression level. Data was presented as mean ± SD. Statistically significant changes among treatments were assessed by Student *t* tests at *α* = 0.05.

## Abbreviations

5hmC: 5-hydroxymethylcytosine
5mC: 5-methylcytosine
ARHGAP30: rho GTPase-activating protein 30
ECM: Extracellular matrix
GPRIN3: GPRIN family member 3
Gulo: L-gulonolactone oxidase
IDH: Isocitrate dehydrogenases
RGP: Radial growth phase
SVCT: Sodium-dependent vitamin C transporters
TET: Ten-eleven translocation family dioxygenases
TIMP3: TIMP metallopeptidase inhibitor 3
VGP: Vertical growth phase

How the deposited data were processed for this re-analysis (not part of the article)

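RNA-seq was examined for 3 control wells and 3 wells of A2058 cells treated with 0.1 mM vitamin C for 48 h. The deposited values are counts of reads per gene, without normalization, which the authors made from paired-end reads of ribosome-depleted RNA. The paper names STAR for alignment, HTSeq for counting and GENCODE v19 as the annotation. The submitters' processing notes name CASAVA 1.4, Trim Galore, STAR and the build hg38. Whether the counting used the strand of the reads is not given in the sources used here, so reads of overlapping genes on opposite strands cannot be told apart. The table holds 60675 gene identifiers, of which 57055 are in GENCODE 29, used here for symbols, coordinates (GRCh38) and gene classes, and 56558 are in the table of gene names. The count table of the series and the tables of the 6 single samples hold the same values.

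Library totals ran from 16248869 to 41884588 in control wells (median 26996891) and from 20944956 to 32549362 in vitamin C wells (median 25672689). Counts were analyzed in R 4.3.3 with edgeR 4.0.16, which kept 16353 genes by its filter on expression, scaled the libraries by TMM and tested vitamin C against control by the quasi-likelihood test, with no other term in the model. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Levels are CPM computed here from the deposited counts with the TMM factors. DESeq2 1.42.0 was run on the same counts, and a gene called by both tools had to change in the same direction. Sets of genes were tested by camera in limma 3.58.1 with a preset correlation of 0.01 and again with an estimated correlation, and by fry. Enrichment of ECM genes among called genes was tested by a one-sided Fisher's exact test against all other genes tested. The testing steps were tested on simulated data drawn from the means and library sizes of these samples.

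Before the data were examined, 28 gene lists were fixed, among them the genes of Table 1, ECM proteases and inhibitors, ECM structural proteins, integrins and adhesion molecules, proliferation genes, iron and 2-oxoglutarate-dependent dioxygenases, DNA methylation machinery, vitamin C transport and recycling, HIF targets, NRF2 targets, pigmentation and MITF genes, the invasive and dedifferentiated state, cancer-testis antigens, interferon-stimulated genes, STAT3 and SOCS genes, MAPK output and immediate-early genes, cholesterol synthesis, the unfolded protein and integrated stress response, markers of blood cells, fibroblasts, epithelial cells and skeletal muscle, mitochondrial transcripts, replication-dependent histones, abundant small non-coding RNAs, and the 1q23.3 neighbours of ARHGAP30. The 26 lists with at least 5 measured members were tested. Genes named in the text are those the paper names, the 8 largest rises and 8 largest falls among called genes with no overlap between groups and a mean of at least 1 CPM, the 8 smallest p-values in each direction, and up to 4 members with the smallest p of each list. Clone names were passed over. The results of 2 lists and of some genes that this rule takes are not reported here. The values of Table 1 had been seen when this rule was written. MITF was named for a test fixed before its value was seen. Other genes named outside the rule are marked in the text as chosen after their values were seen.

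The alternatives were other normalizations (RLE, upper quartile, library size), removal of mitochondrial, ribosomal and abundant small RNAs, other filters on low counts, edgeR's exact and likelihood ratio tests, DESeq2, limma-voom, the replicate number as a block, each library left out in turn, other thresholds and other set tests. Every split of the 6 libraries into 3 and 3 was also tested. BaySeq and the original DESeq were not run. The lane of each library is not given in the sources used here, so no effect of lane was tested. The 5hmC, PCR, migration and colony measurements were not analysed here.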

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

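The tests of blood cell transcripts, of the neighbours of ARHGAP30, of mixed cells for the pigmentation genes, of a shift over all transcript lengths and of other splits of the libraries were chosen after those results were seen.

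Outside the genes the paper names, 987 genes were higher with vitamin C than in control wells. With the libraries split into other groups of 3 and 3, edgeR called at most 1 gene (686 at an unadjusted p under 0.05), against 1829 for the real groups, which alone among 10 splits called as many (1 of 10). With 10 splits, no share under 0.1 can be reached.

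ARHGAP30 rose while its control counts were near 0. White blood cells mixed into the vitamin C wells are argued against, since 1 of 10 of their abundant transcripts, LAPTM5, gained as many CPM as ARHGAP30 (4.07 against 3.23), and CD53, CD52 and TYROBP, named after their values were seen, stayed at 1 count or fewer in each group. Reads from transcription of the neighbours with enough counts to test are argued against, with a highest log2 fold change of 0.44, and so is a trend over GC content and transcript length, since the value was 4.08 once it was taken out. Transcription shared with neighbours of few counts stays open. KLHDC9 went from 3 to 15 counts, a ratio of 5.33 between the groups (exact 95% interval 1.51 to 28.7, counting error only), and ITLN2 from 8 to 19. NECTIN4 and TSTD1, which lie nearer, went from 6 to 3 and from 7 to 10. ENSG00000224985, an antisense transcript over UFC1 and not over ARHGAP30, went from 29 to 30, a ratio of 1.10 (0.640 to 1.90). All these neighbours of few counts were named after their values were seen. A response of this gene to vitamin C remains as a hypothesis from 1 RNA-seq experiment in 1 cell line, and whether it runs through 5hmC was not tested. The paper also reports a rise of ARHGAP30 by qRT-PCR, which was not analysed here.

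Of 24 pigmentation and MITF genes, 12 were higher and 1 lower with vitamin C (13 higher and 1 lower adjusted over the list alone; median log2 fold change 0.22, camera adjusted p = 3.2e-12, and adjusted p = 0.017 with an estimated correlation), among them the pigment cell antigen PMEL (0.73), the receptor KIT (1.10) and the transporter SLC45A2 (1.45). A trend over GC content and transcript length is argued against, since the median was 0.20 once it was taken out, and so is a higher level of the MITF transcript, since the 95% confidence interval of its log2 fold change ended at 0.040. Mixed-in cells with at least as much TYRP1 as MLANA, at shares below 0.451, are argued against too, since the TYRP1 they would bring with the 13.8 CPM that MLANA gained (1.54 to 15.4 CPM), less the share times the 22.7 CPM between the control levels, is more than was seen: TYRP1 went from 24.2 ± 0.883 to 24.7 ± 2.50 CPM (SD, n = 3 wells each) and the 95% confidence interval of its gain ended at 3.60 CPM. At a share of 0.451 or more, mixed-in cells whose transcripts differ widely from those of A2058 are argued against. Of the 16353 genes, 229 were called with a change of at least 2-fold. Control and vitamin C libraries had Spearman correlations of 0.988 to 0.993. Mixed-in cells with less TYRP1 than MLANA below that share stay open, and so do cells close to A2058 in most transcripts at or above it. Their transcript levels were not measured. The spread of DCT between wells (SD 44.4 CPM in control and 48.4 CPM with vitamin C) would also hide a gain of the size of that of MLANA. DCT fell with a log2 fold change of -0.30 (edgeR adjusted p = 6.7e-04). TYRP1 and DCT were named after their values were seen. The mixed-in cells left open and a response of part of this program to vitamin C cannot be told apart here.

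Vitamin C replicate 3 lay far from vitamin C replicates 1 and 2 on the second principal component, beside control replicate 3 (22.5 and 16.1), and holds the most genes with a count, 33484. A gain of the shortest measured transcripts as a class is argued against, with a difference of 0.056 in median log2 ratio (-0.15 to 0.14 in the other libraries), and so is GC content, with a Spearman correlation of 0.074 across genes, which are not independent replicates (-0.140 to 0.160 in the others). A shift to shorter transcripts over all lengths stays open, since the Spearman correlation with transcript length was -0.157 (-0.108 to 0.143 in the others), and abundant small non-coding RNAs took 0.988% of the counts (0.592% to 0.755% in the others), with RN7SL2 at 267 CPM (27.7 to 122) and RNU4-2 at 12.6 CPM (2.50 to 3.95). Genomic DNA in the library stays open too: olfactory receptor genes took 12.2 CPM of the library total there, 1.68 times the highest of the other libraries (7.26), above their range but below the 2 times set beforehand. No biological explanation was tested, since the design names none within a group.

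The list medians of the log2 fold change above control, in gene groups the paper does not discuss, were 0.20 for cancer-testis antigens, 0.44 for interferon-stimulated genes, 0.17 for STAT3 and SOCS genes and 0.76 for fibroblast markers. Single genes that the paper does not name had log2 fold changes of 4.35 for LINC01443, 4.35 for HORMAD1, 3.38 for MLANA, 3.07 for IL1B, 2.72 for MYT1L and 2.31 for CAPG. Without control replicate 1 the LINC01443 log2 fold change was 3.62 and the HORMAD1 log2 fold change 3.62, and without control replicate 2 they were 5.16 and 5.70. Among the smallest p-values, the log2 fold change was 1.96 for IQGAP2, 1.90 for CD74, 1.32 for CRYBG1, 0.99 for CXCL8 and 0.76 for FBXL5.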

How the results depend on the processing

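Strata of mean expression, chosen after seeing the data, gave an odds ratio of 5.81 for the extracellular matrix enrichment, against 6.51. Of 111 named genes called, 78 stayed called in the same direction under all of up to 17 alternatives that could be run on them, and none reversed. The 1829 calls were 795 at an adjusted p under 0.01 (473 higher, 322 lower; DESeq2 949, both tools 743) and 492 at the fold limits of Table 1 (238 higher, 254 lower; DESeq2 362, both tools 360). Leaving out each library in turn gave 964 to 2095 calls (549 to 1184 higher, 411 to 911 lower), 840 to 1438 in DESeq2 and 769 to 1421 in both tools. Fewer samples are tested then. Every filter, normalization and other test gave 1533 to 2223 calls, and 48.1% of the calls were higher with upper quartile scaling and 59.4% with library size alone, against 54.5%. The genes of Table 1, which the study picked from these libraries, are counted among the lists past the threshold. They also passed with an estimated correlation (camera adjusted p = 1.6e-13, and 0.017 with an estimated correlation). The number of lists past the threshold was 9. It was 17 with no filter on low counts, where the cause was not tested, and 3 with an estimated correlation, which removed ECM proteases and inhibitors (median 0.054), HIF targets (-0.12), cancer-testis antigens (0.20), STAT3 and SOCS genes (0.17), fibroblast markers (0.76) and mitochondrial transcripts (-0.29). With fry, which does not compare a list with other genes, HIF targets (median -0.12) and mitochondrial transcripts (median -0.29) missed the threshold, while blood cell markers (adjusted p = 0.0016, higher), the unfolded protein and integrated stress response (0.0065, lower), the invasive and dedifferentiated state (0.038, higher), proliferation genes (0.0496, lower) and replication-dependent histones (0.0496, higher) were among the lists that newly passed it. With limma-voom, ECM proteases and inhibitors (median 0.048) and STAT3 and SOCS genes (median 0.16) missed it, and so did STAT3 and SOCS genes (median 0.13) and mitochondrial transcripts (median -0.12) without control replicate 3. Replication-dependent histones passed it without control replicate 1 (median 0.105) or vitamin C replicate 3 (0.083), abundant small non-coding RNAs without vitamin C replicate 1 (0.87) and blood cell markers without vitamin C replicate 2 (0.51). Over the libraries left out, the medians of STAT3 and SOCS genes and of mitochondrial transcripts ran from 0.11 to 0.23 and from -0.35 to -0.12. The causes were not tested. The same-numbered control and vitamin C wells correlated at 0.12, -0.02 and 0.09 in their deviations from the group means, so the numbers are not taken as pairs, and 4 of 6 libraries correlated best with their own number. With a replicate block edgeR called 1913 genes, 1719 of them among the 1829, DESeq2 976 and both tools 975. The per-sample tables equal the series table, so that alternative gave no value. Genes with few counts, such as ARHGAP30 in control cells, carry the largest standard errors, and at this depth changes under 1.5-fold are missed often.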

Differences from the paper's values

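The paper names GENCODE v19 as the annotation, while the submitters' notes name the build hg38. Whether the deposited counts are those the paper tested is therefore not known, and no alternative covers another annotation. The paper reports 1147 genes by EdgeR, and the quasi-likelihood test called 1829 at the same adjusted p of 0.05. Of the alternatives set before the data were examined, the value fell within 1.5 times the paper's with DESeq2's test (1533), at an adjusted p under 0.01 (795) and without control replicate 1 (1092), control replicate 2 (977), control replicate 3 (964), vitamin C replicate 1 (1584) or vitamin C replicate 2 (1136). It did not with the other normalizations, filters and tests, with a replicate block, without vitamin C replicate 3 or at the fold limits of Table 1. The paper reports 789 genes by DESeq, and DESeq2, a later program, called 1533. The alternatives within 1.5 times the paper's value were a replicate block (976), an adjusted p under 0.01 (949) and leaving out control replicate 1 (840), 2 (859) or 3 (853) or vitamin C replicate 2 (895). The others were not. For the genes called by both EdgeR and DESeq, the paper shows about 730 in Fig. 5, read by eye, and edgeR and DESeq2 shared 1466. The alternatives within 1.5 times were a replicate block (975), an adjusted p under 0.01 (743) and leaving out control replicate 1 (800), 2 (769) or 3 (770) or vitamin C replicate 2 (845). The others were not.

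The paper calls ARHGAP30 its most significant change. Here ARHGAP30 had rank 44 by p, and RGS5 had the smallest p. By the size of the rise it had rank 3, after LINC01443 and HORMAD1, with a fold of 16.5 close to the paper's 15.2. Only without control replicate 2, at 27.1, did the ARHGAP30 fold lie over 1.5 times from the paper's. The paper describes the genes of Table 1 as chosen by fold limits, and here TIMP3, at a fold of 1.4, and SERPINE2, at 0.750, lie inside those limits, while the other 8 lie beyond them. All 10 changed in the direction the paper gives.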

Other observations

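Of 26 interferon-stimulated genes, 14 were higher and 1 lower with vitamin C (18 higher and 1 lower adjusted over the list alone; camera adjusted p = 6.9e-14, and adjusted p = 0.046 with an estimated correlation). The antigen-presenting HLA-B rose from 13.5 ± 0.920 to 21.4 ± 0.0613 CPM (SD, n = 3 wells each), a log2 fold change of 0.68 (standard error 0.0764, adjusted p = 8.4e-05 from edgeR's quasi-likelihood test), the RNA sensor RIGI rose with 0.54 and the antiviral protein MX1 with 0.80. OAS1, named after its value was seen, had -0.64 (edgeR adjusted p = 0.025, and 0.079 in DESeq2). Of 13 cancer-testis antigens, 4 were higher and none lower (5 higher adjusted over the list alone; camera adjusted p = 2.4e-05, and adjusted p = 0.052 with an estimated correlation), with log2 fold changes of 0.88 for MAGEB2 and 0.86 for MAGEA10, members of families whose reads can be shared. MAGEA4 in this list and SOCS3 in the next were picked by the study from these libraries. Of 12 STAT3 and SOCS genes, 4 were higher and none lower (5 higher adjusted over the list alone; camera adjusted p = 0.029, and adjusted p = 0.40 with an estimated correlation), and the call was lost without control replicate 3 (median 0.13). Of 7 measured fibroblast markers, 4 were higher and none lower (5 higher adjusted over the list alone; camera adjusted p = 1.5e-06, and adjusted p = 0.052 with an estimated correlation). LUM, POSTN, COL3A1, COL1A1 and DCN, the last named after its value was seen, are also in the list of ECM structural proteins. PDGFRB and POSTN rose with log2 fold changes of 1.60 and 1.63, while PDGFRA, at 5.54 CPM in control cells, had -0.14 and COL1A1, at 0.470 CPM, had -0.11, both named after their values were seen. Of 31 HIF targets, 9 were lower and 2 higher (11 lower and 2 higher adjusted over the list alone; median -0.12, camera adjusted p = 5.8e-04, and adjusted p = 0.40 with an estimated correlation). HK2, an enzyme of glycolysis, fell with a log2 fold change of -0.48, PDK1 with -0.59 and the collagen hydroxylase P4HA1 with -0.32, while LOX (1.33) and ANGPTL4 (1.22), named after their values were seen, rose. Of 13 mitochondrial transcripts, 4 were lower and none higher (5 lower adjusted over the list alone; camera adjusted p = 4.5e-04, and adjusted p = 0.40 with an estimated correlation), and the call was lost without control replicate 3 (median -0.12). The share of the counts on mitochondrial genes was lowest in vitamin C replicate 3.

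For the proteins at the center of the paper's model, TET1 fell from 58.2 ± 4.01 to 43.7 ± 4.34 CPM (SD, n = 3 wells each), a log2 fold change of -0.41 (standard error 0.0759, edgeR adjusted p = 0.0035), and TET2 and TET3 had 0.04 and -0.10 (adjusted p = 0.70 and 0.46). IDH1 rose with a log2 fold change of 0.36 (edgeR adjusted p = 0.0020), and IDH2 had 0.06. The vitamin C transporter gene SLC23A2 (SVCT2) was at 106 CPM in both groups, and SLC23A1 (SVCT1) had 1 count over the control libraries and 2, 1 and 3 counts in vitamin C replicates 1, 2 and 3, too few to test. Log2 fold changes were 0.00 for SF3B1 and -0.09 for GAPDH, the paper's reference gene for PCR (edgeR adjusted p = 0.99 and 0.18). Of 48 iron and 2-oxoglutarate-dependent dioxygenases, 3 were higher and 5 lower (3 and 5 adjusted over the list alone; camera adjusted p = 0.29), of which PLOD2 (0.18), ALKBH7 (0.53), KDM4B (-0.37) and BBOX1 (-1.44) were named after their values were seen. Of 21 genes of the DNA methylation machinery, 4 were higher and none lower (4 higher and 1 lower adjusted over the list alone; 0.41). Of 11 genes of vitamin C transport and recycling, none was higher and SLC2A1 (-0.29) was lower (1 lower adjusted over the list alone; 0.87; median 0.013 and mean -0.0037), a call lost without control replicate 1 or 3 or vitamin C replicate 1, with SLC2A1 log2 fold change values of -0.27, -0.29 and -0.22.

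Of 33 proliferation genes, none was higher and 2 were lower (2 lower adjusted over the list alone; camera adjusted p = 0.17). The proliferation marker MKI67 fell with a log2 fold change of -0.43 (standard error 0.0546, edgeR adjusted p = 2.2e-04). Of 30 integrins and adhesion molecules, 7 were higher and 8 lower (12 higher and 8 lower adjusted over the list alone; 0.87), with SDC2 (-0.41), NRCAM (-0.49) and ITGA6 (-0.25) lower and CDH19 (0.33) higher. Of 22 genes of the invasive and dedifferentiated state, 5 were higher and 5 lower (5 higher and 6 lower adjusted over the list alone; 0.41), with SNAI2 (0.69), BIRC3 (0.66) and INHBA (1.08) higher and NT5E (-0.41) lower. WNT5A (0.86), TWIST1 (0.46), TGFBI (-0.77), TGFB1 (-0.41), CCN1 (-0.58) and ZEB1 (-0.17), named after their values were seen, were the others. The camera adjusted p was above the threshold also for NRF2 targets (18 measured, 2 higher and 2 lower; 3 and 3 adjusted over the list alone; 0.87), MAPK output and immediate-early genes (22 measured, 3 higher and 1 lower; 4 and 2 adjusted over the list alone; 0.39), cholesterol synthesis (23 measured, 3 higher and 1 lower; 3 and 1 adjusted over the list alone; 0.54) and the unfolded protein and integrated stress response (20 measured, none higher and 3 lower; 1 and 6 adjusted over the list alone; 0.088). Among their called members, CCND1 had a log2 fold change of 0.34, STARD4 of 0.38 and HSPA5 of -0.26. Of 26 replication-dependent histones, HIST1H1D (0.87) and HIST2H2AC (0.23) were higher and none lower (1 higher adjusted over the list alone, camera adjusted p = 0.069). Of 8 abundant small non-coding RNAs none passed the test (none adjusted over the list alone, median 0.61, camera adjusted p = 0.20). The RN7SL2 log2 fold change was 1.19, and 0.58 without vitamin C replicate 3. Of 32 blood cell markers listed, 8 could be measured, 2 were higher and none lower (2 higher adjusted over the list alone; median 0.56, camera adjusted p = 0.069). LAPTM5 rose with a log2 fold change of 0.98. Of 12 epithelial markers 4 could be measured, with KRT18 lower (-0.21; 1 lower adjusted over the list alone), a call lost without control replicate 1, 2 or 3 or vitamin C replicate 1 or 2 (KRT18 log2 fold change -0.23, -0.19, -0.21, -0.21 and -0.23), and of 12 skeletal muscle markers 1, FBXO32 (0.05). Neither list was tested as a set.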
